A study of Homo sapiens with 8 samples.

How the data were processed

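The series holds 8 tumours grown in NOD.scid mice, an immunodeficient strain, from MCF10DCIS.com cells. MCF10DCIS.com is a human breast cell line that forms lesions resembling ductal carcinoma in situ when grown as a xenograft. Per the labels, the cells carried either a non-targeting shRNA (shCtrl, 4 tumours) or an shRNA against MYO10, the gene of the filopodial motor protein myosin X (shMYO10, 4 tumours). The labels state that 100000 cells were injected under the skin of the flank and that tumours were collected on day 25 in 2 independent experiments, called set 1 and set 2 here. RNA was isolated on columns and made into stranded libraries from poly-A RNA, per the labels.

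The authors deposited a single table of raw counts per gene, with no normalization. The aligner, the counting tool, the genome build and the handling of human reads are not stated. The labels give the organism as human, but the 23337 gene symbols, Entrez identifiers and descriptions in the table are those of mouse genes. The deposited counts were therefore read as counts for the mouse host cells of the tumours, and expression in the human tumour cells was not analysed here. How reads that match both genomes were assigned is not stated, so genes with close human counterparts may carry human reads or have lost mouse reads. Reads shared between near-identical gene copies have the same limit. No genome coordinates, gene lengths or GC contents were used, and no check of length or GC content was made.

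Columns were matched to samples by shRNA, set and mouse number. For mouse 3 of set 1, the 2 column names give flanks opposite to the sample titles, while the shRNA, set and mouse number match. The shRNA in the column name was used, and both leaving out these tumours and exchanging their shRNA labels were tried. The table held 0 columns of other samples. In set 1, shCtrl and shMYO10 tumours grew on opposite flanks of 2 mice. In set 2 each tumour had its own mouse number. The column names also carry a code whose meaning is not stated. In set 2 it is shared by the shCtrl and shMYO10 tumours of the same replicate number. In set 1 all columns carry the same code, whatever the mouse. The replicate block coincides with the code in set 2 only.

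Totals ran from 1280561 to 3652437 counts per tumour. A count of 0 allows up to 3 counts, which is 0.821 CPM (counts scaled to the library total) in the deepest library and 2.34 CPM in the shallowest. Intervals for shares are 95% Wilson intervals. Intervals and floors cover counting error only, because the reads carry no molecular identifiers. No 2 libraries of a group had counts alike within sampling noise: the smallest chi-square per degree of freedom between libraries of a group was 9.47.

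Genes were filtered with filterByExpr by group, which left 12043 genes. The comparison of the groups used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization, all 8 tumours and no covariate. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A set term and its product with the group gave the difference between sets and the set by group interaction. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. The design, the tests of genes and of 8 gene lists, the members of 6 marker lists and the rule for naming genes were fixed before the data were examined. The tests of the marker lists and the correlation of group differences between sets were not fixed in advance. The lists were written with human symbols and matched to the mouse symbols of the table. Lists were tested two-sided with camera of limma 3.58.1 on log2 CPM (prior count of 2) with an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The marker lists cover fibroblasts, endothelial cells, myeloid cells, adipocytes, skeletal muscle and erythroid cells. The score of a marker list is the mean log2 CPM of its tested genes, compared by a two-sided exact permutation test. Lists of mast cell proteases, neutrophil genes, RNAs without a poly-A tail, host epithelium, nuclear long non-coding RNAs and Y chromosome genes were written after the data were seen.

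The rule named Myo10 in every case. No gene passed the threshold, so it then named the 3 genes with the smallest unadjusted p in each direction among genes with a mean log2 CPM of at least 1. It also named the member with the smallest p of each of the 8 gene lists.

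The shRNA groups share replicate numbers. Same-numbered tumours of replicates 1 and 2 came from the same mouse. The deviations of same-numbered tumours from their group means correlated at 0.273, 0.321, 0.142 and 0.290 for replicates 1 to 4, with a mean of 0.257. Tumours of the same set with other numbers had a mean correlation of 0.204 (range -0.042 to 0.431), and tumours of different sets one of -0.232. The correlations therefore part the sets and do not single out the same-numbered tumours. These were treated as pairs in the block, an alternative. The fit without the block was fixed as the main one before the data were examined.

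The procedure was tested on counts simulated from the real means, library sizes and spread of 12043 genes, with 200 changed genes in each of 3 simulations. The edgeR test found 8.96% of the genes changed 2-fold, 64.7% of those changed 4-fold and 88.4% of those changed 8-fold. Of its 341 calls, 18 were false. DESeq2 1.42.0 made 453 calls, of which 76 were false, and limma voom made 301, of which 10 were false. For a set by group interaction of 8-fold, 56 of 200 changed genes were found.

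Alternatives were other normalizations, filters, tests and designs, each set alone, and leaving out each tumour in turn. Those added after seeing the data were covariates for skeletal muscle RNA, thinning all libraries to the smallest total, removing RNAs without a poly-A tail, handling of mouse 3 of set 1, and the settings tried for the marker scores.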

Results

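RNA from 8 MCF10DCIS.com xenografts was sequenced to compare tumours in which MYO10 was silenced with controls, in a study of filopodia and basement membranes at the tumour edge. The table gives counts for mouse genes, so each value below describes the host cells that surround and infiltrate the human tumour cells. The shCtrl tumours had 2971090 ± 888522 counts (SD, n = 4) and the shMYO10 tumours 1982920 ± 663194 counts (SD, n = 4), with overlapping ranges (two-sided exact permutation test, p = 0.114). At least 1 count was present for 16997 of 23337 genes, and 12043 were tested.

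The first comparison asks whether Myo10 itself, the target of the shRNA, differed. In this table the row belongs to the mouse gene (Myo10, myosin X, Entrez 17909), so it reports the host copy and gives no measure of silencing in the human cells. Host Myo10 was present at 52.7, 51.5, 56.4 and 85.6 CPM in shCtrl replicates 1 to 4. It was present at 76.1, 48.7, 106.8 and 72.6 CPM in shMYO10 replicates 1 to 4. The means were 61.6 ± 16.2 and 76.0 ± 23.8 CPM (SD, n = 4 each). The log2 fold change was 0.29 with a standard error of 0.26 (edgeR quasi-likelihood test, adjusted p = 0.999), smaller than the spread between tumours. It ranged from 0.08 without shMYO10 replicate 3 to 0.49 without shCtrl replicate 4.

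The second comparison asks which host genes differed between shMYO10 and shCtrl tumours. No gene passed the threshold: 0 of 12043 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test), and the smallest adjusted p was 0.579. At an unadjusted p under 0.05 there were 475 genes, 173 higher and 302 lower in shMYO10 tumours, where chance alone gives 602. The CPM values of the groups did not overlap for 291 genes, or 2.42% of those tested, and chance gives 2.86%. The alternative that moved the count most was DESeq2, with 22 genes, 6 higher and 16 lower. In set 2 alone, with 2 tumours against 2, there were 18 genes, and in set 1 alone 0, with 1063 and 359 genes at an unadjusted p under 0.05. With the set as a covariate the count was 0, with 779 genes at an unadjusted p under 0.05. With the replicate number as a block it was 0, with 826 genes at an unadjusted p under 0.05. The biological coefficient of variation was 0.403 without and 0.336 with the set in the model.

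**Figure D1:**
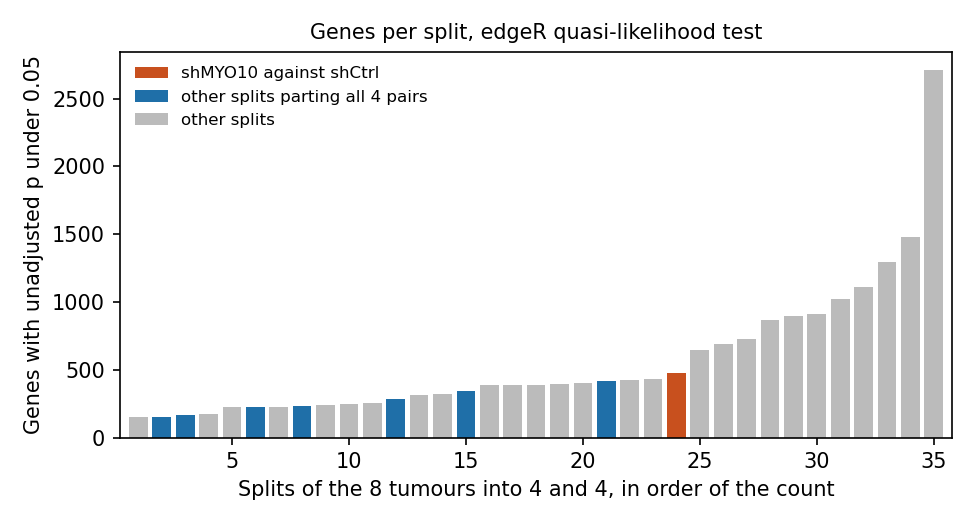
Genes with an unadjusted p under 0.05 (vertical axis) for each of the 35 splits of the 8 tumours into 4 and 4 (horizontal axis, in order of the count). The bar of shMYO10 against shCtrl stands at 475 genes, and the tallest bar, at 2712 genes, is the split by set.

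The 3 genes with the smallest unadjusted p in each direction fell short of the threshold under edgeR. Kcne3, a potassium channel subunit (Entrez 57442), was at 19.4 ± 6.48 CPM in shCtrl and 83.0 ± 34.1 CPM in shMYO10 tumours (SD, n = 4 each). Its log2 fold change was 2.05 with a standard error of 0.36 (edgeR, adjusted p = 0.579), and all 4 shMYO10 tumours lay above all 4 shCtrl tumours. Trp53i11 (Entrez 277414) rose from 75.7 ± 5.04 to 172.8 ± 59.5 CPM, again without overlap, with a log2 fold change of 1.17 ± 0.26 (SE; edgeR, adjusted p = 0.863). Gpihbp1, a lipoprotein-binding protein (Entrez 68453), rose from 37.7 ± 7.21 to 107.2 ± 43.1 CPM. Its log2 fold change was 1.47 ± 0.33 (SE; edgeR, adjusted p = 0.921), and shMYO10 replicate 2, at 43.5 CPM, lay within the shCtrl range.

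Among the genes that were lower, annexin A8 (Anxa8, Entrez 11752) was at 45.4 ± 16.9 CPM in shCtrl and 5.94 ± 3.19 CPM in shMYO10 tumours. Its log2 fold change was -2.85 ± 0.45 (SE; edgeR, adjusted p = 0.579). The glucose transporter gene Slc2a4 (Entrez 20528) had 44, 90, 13 and 55 counts in shCtrl and 1, 4, 0 and 2 counts in shMYO10 replicates 1 to 4, so 3 of the shMYO10 libraries were at or under the floor of 3 counts. Its fitted log2 fold change of -4.11 ± 0.72 (SE; edgeR, adjusted p = 0.579) depends on the prior count. Thrombospondin 3 (Thbs3, Entrez 21827) was at 56.1 ± 23.6 and 15.5 ± 3.98 CPM, with a log2 fold change of -1.86 ± 0.34 (SE; edgeR, adjusted p = 0.612). For these 3 genes the groups did not overlap. Under DESeq2 all 6 genes passed the threshold, with adjusted p from 8.42e-05 for Anxa8 to 0.0366 for Gpihbp1. Over all alternatives their adjusted p reached 0.9999, with the labels of mouse 3 in set 1 exchanged. The same exchange left Slc2a4 with a log2 fold change of -0.34.

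**Figure D2:**
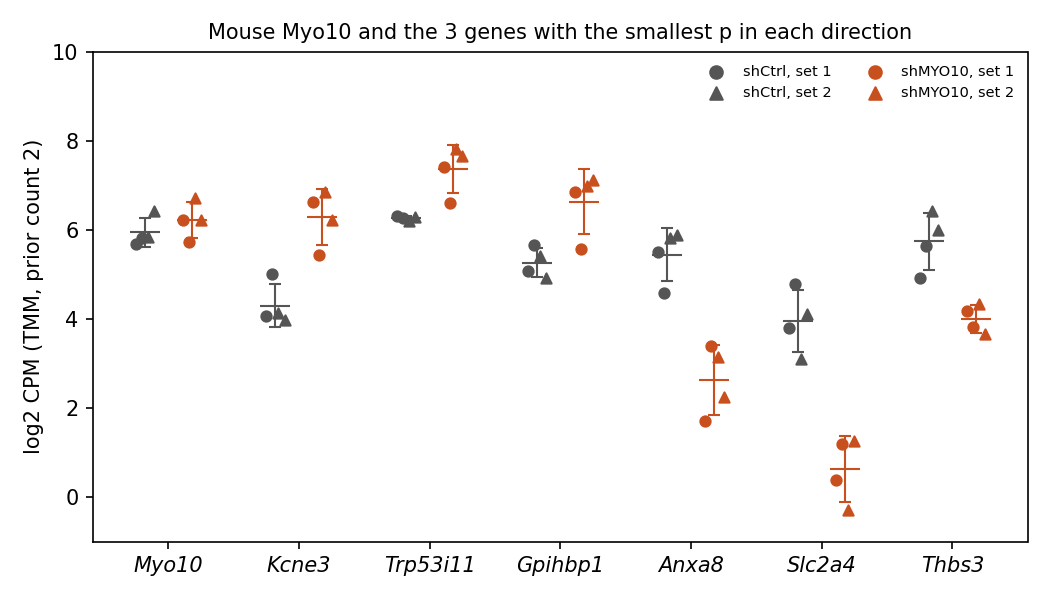
Log2 CPM (vertical axis) of host Myo10 and of the 3 genes with the smallest p in each direction, with a point per tumour and the mean ± SD of each group (n = 4). Myo10 overlaps between the groups, while for Kcne3 all 4 shMYO10 tumours lie above and for Anxa8 all 4 lie below the shCtrl tumours.

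The third comparison asks whether 8 gene lists moved together, among them the basement membrane genes named in the series title. Of the 38 basement membrane genes 27 were tested, and 13 were higher and 14 lower in shMYO10 tumours. Their mean shift against the other genes was 0.10 on the log2 scale (camera, adjusted p = 0.429). The shifts of the mesenchymal, filopodia and integrin lists were 0.02, 0.01 and -0.02 (camera, adjusted p = 0.858 for each). The epithelial junction, basal and luminal lists had shifts of -0.57, -0.22 and -0.42 (camera, adjusted p = 0.395, 0.429 and 0.429). These 3 lists had only 8, 10 and 9 genes that passed the filter, and without shCtrl replicate 4 the epithelial shift was 0.03.

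The proliferation list passed the threshold. Its shift was 0.38 (camera, adjusted p = 1.80e-04), and 24 of its 30 genes were higher in shMYO10 tumours. It did not hold under fry (adjusted p = 0.904) or with an estimated inter-gene correlation (adjusted p = 0.878), and no other list passed under either. The mean log2 CPM of the list was 4.18 ± 0.52 in shCtrl and 4.50 ± 0.19 in shMYO10 tumours (SD, n = 4 each; two-sided exact permutation test, p = 0.257). The shift ranged from 0.24 without shCtrl replicate 3 to 0.59 without shCtrl replicate 4.

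No member of any list passed the threshold: 0 genes over all genes tested and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 3 basement membrane genes, 2 epithelial genes, 1 luminal gene, 1 filopodia gene and 1 proliferation gene. The members with the smallest p that were higher in shMYO10 tumours were Nid2, Zeb1, Fmnl3, Itgav and Mki67, with log2 fold changes of 0.82, 0.53, 0.56, 0.43 and 0.82. Those that were lower were Cldn1, Cdh3 and Aldh1a3, with log2 fold changes of -2.09, -1.17 and -0.91 (edgeR, adjusted p = 0.999 for each of the 8). Nidogen 2 (Nid2, Entrez 18074), a basement membrane protein, was at 47.5 ± 10.2 and 84.5 ± 14.8 CPM without overlap (SD, n = 4 each). Cldn1 and Cdh3 rested on shCtrl replicate 4, without which their log2 fold changes were -0.61 and -0.01. That of Aldh1a3 was -0.58 without shCtrl replicate 3, -0.10 in set 1 alone and -1.55 in set 2 alone.

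The fourth comparison sets the 2 experiments against each other, with the group in the model. Between sets, 685 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test), 188 higher and 497 lower in set 2. The 4 tumours of set 1 came from 2 mice, while the fit and all exact tests between sets take tumours as independent. The p-values between sets may therefore be too small. Thbs4 was at 23.1 ± 8.19 CPM in set 1 and 105.7 ± 53.4 CPM in set 2 (SD, n = 4 each), with a log2 fold change of 2.11 (edgeR, adjusted p = 0.00824). Antxr1 and Tnn were also higher in set 2, by 1.44 and 3.92 on the log2 scale (edgeR, adjusted p = 0.00911 for both). Rgl2 was at 168.4 ± 17.5 and 50.7 ± 8.36 CPM, a log2 fold change of -1.76 (edgeR, adjusted p = 0.00824). Abca7 and BC018473 had log2 fold changes of -1.86 and -2.57 (edgeR, adjusted p = 0.00911 for both). The number of genes depended on single tumours: it was 1057 without shMYO10 replicate 1 and 1 without shMYO10 replicate 2. The first principal component held 36.5% of the variance and the second 19.5%.

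**Figure D3:**
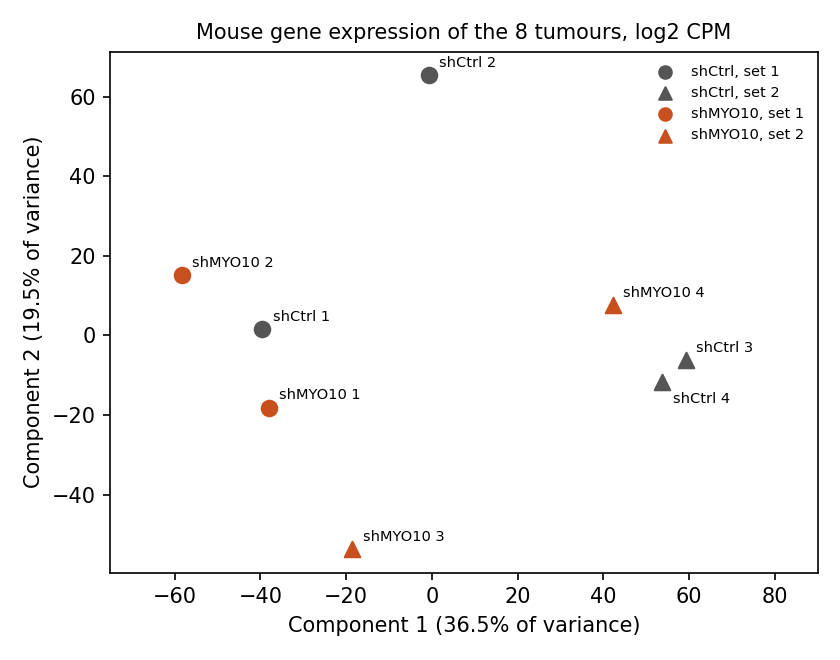
First (horizontal) and second (vertical) principal components of log2 CPM, with a labelled point per tumour, colour for the shRNA and shape for the set. On the first component 3 of the 4 tumours of set 2 lie to the right of all tumours of set 1, and neither component separates the shRNA groups. The tumours with high skeletal muscle scores are shCtrl replicates 2, 3 and 4 and shMYO10 replicate 4. All of these lie to the right of the others on the first component, which therefore parts the tumours by muscle RNA more fully than by set.

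The difference between shRNA groups was also tested for a change between sets. No gene passed the threshold for a set by group interaction under edgeR: 0 genes at an adjusted p under 0.05 (smallest adjusted p 0.905) and 598 at an unadjusted p under 0.05. With no filter on low counts there were 141 genes, and with DESeq2 there were 15. On simulated counts the edgeR test found 56 of 200 interactions of 8-fold. The simulated spread came from the fit without the set (biological coefficient of variation 0.403, against 0.336 with it). It therefore counts the difference between sets as noise, and the share found may be too low for these data. Interactions of that size may still have been missed. Across the 12043 genes, the log2 differences of the 2 sets correlated with a Pearson r of 0.313 and a Spearman rho of 0.131, and 53.4% of genes went the same way in both. Genes are not independent replicates. Of the 18 ways to label the tumours within the sets, 1, the real one, gave an r as high. With 18 labellings no share under the threshold could be reached. Exchanging the labels of a single set only reverses the sign of r, and the lowest r was -0.313. This comparison therefore cannot tell a shared group effect from chance.

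Lists of cell type markers gave the make-up of the host RNA. Their members were fixed before the data were examined, but the tests of them were not. The endothelial score was 6.01 ± 0.07 in shCtrl and 6.32 ± 0.08 in shMYO10 tumours (mean log2 CPM of 12 genes, SD, n = 4 each). All 4 shMYO10 tumours lay above all 4 shCtrl tumours (two-sided exact permutation test, p = 0.0286). This is the smallest p that free permutation of 4 against 4 tumours can give. The test ignores the sets and the shared mice of set 1, and a test that kept them could not reach so small a p. The p adjusted over the 5 lists with more than 1 tested gene was 0.143. The difference of 0.31 was 0.34 in set 1 and 0.28 in set 2. It fell to 0.16 when the labels of mouse 3 in set 1 were exchanged. The adipocyte score was 6.16 ± 0.58 and 4.65 ± 1.19, with all 9 genes lower in shMYO10 tumours (exact permutation test, p = 0.114, adjusted p = 0.286). Its shift against the other genes was -1.46 (camera with an estimated correlation, p = 0.0433, adjusted p = 0.108 over the 5 lists). The fibroblast difference was -0.02 and the myeloid difference 0.16 (exact permutation tests, p = 0.971 and 0.457, adjusted p = 0.971 and 0.571). The difference for skeletal muscle was -4.06 (exact permutation test, p = 0.371, adjusted p = 0.571). Single tumours moved these 3 values: without shCtrl replicate 4 the fibroblast difference was 0.24, without shMYO10 replicate 2 the myeloid difference was 0.047, and without shMYO10 replicate 4 the muscle difference was -6.13. With the labels of mouse 3 exchanged the muscle difference was reversed, at 0.19. Of the erythroid list only Alas2 was tested, with a log2 fold change of 0.36, and the haemoglobin genes Hba-a1, Hba-a2 and Hbb-b1 were listed at 0 in all tumours.

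**Figure D4:**
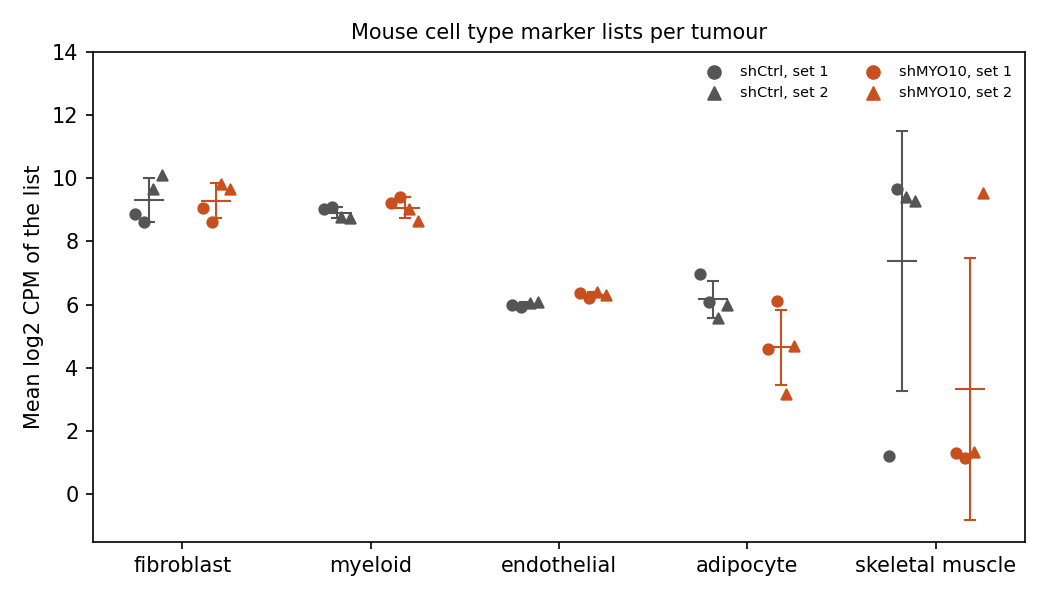
Mean log2 CPM of 5 marker lists (vertical axis) in each tumour, with the mean ± SD of each group (n = 4). The endothelial score lies between 5.92 and 6.08 in shCtrl and between 6.22 and 6.40 in shMYO10 tumours, and the muscle score is high in 3 shCtrl tumours and 1 shMYO10 tumour.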

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

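All tests in this part were chosen after the results were seen. In 78 groups of 4 tumours, 6 had a tumour far from the other 3, where chance gives 3.9. This comparison covers the number of cases and not how far each tumour lies from the others.

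In shMYO10 replicate 4 the ribosomal precursor Rn45s took 3.52% of counts (95% Wilson interval 3.49% to 3.56%), against 0.0609% to 0.0666% in the other shMYO10 tumours. A candidate explanation is carry-over of RNAs without a poly-A tail in this library. Rmrp and Rpph1, which have no such tail either, were 15.6 and 8.37 times the level of the next library. Lars2, at 3701 CPM against at most 438.2 CPM elsewhere, was high in the same library, and no test bears on it. The library was also the shallowest, with 1280561 counts, and it shares its group with 3 tumours that lack the pattern, so no biological explanation was tested. Leaving out Rn45s, Rmrp, Rpph1 and Lars2 before normalization left 0 genes past the threshold and 477 at an unadjusted p under 0.05.

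The 14 skeletal muscle genes took 1.41% of counts in shMYO10 replicate 4 (95% Wilson interval 1.39% to 1.43%), against 0.00468% to 0.00771% in the other shMYO10 tumours. They also took 2.003%, 1.49% and 1.41% in shCtrl replicates 2, 3 and 4 and 0.00682% in shCtrl replicate 1. Muscle tissue collected with the tumours could give this pattern. All 14 genes were higher in each of these 4 tumours than in each of the others. The 4 tumours were picked by the mean of the same 14 genes, so this shows that the genes rise together. It is no separate test of where the RNA came from. A difference between the shRNA groups cannot be told apart from chance with 3 tumours against 1 (exact permutation test, p = 0.371).

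Cldn1 in shCtrl replicate 4 was at 56.3 CPM, against 3.60 to 9.86 CPM in the other shCtrl tumours, and Cdh3 was at 52.7 CPM against 6.00 to 10.2 CPM. Host epithelium, such as skin or mammary gland, in this piece of tissue is a candidate explanation. Of the other 49 members of the fixed epithelial junction and basal lists with a count, 36 had their highest CPM in this tumour, where chance gives 6.1. The keratins Krt5 and Krt17 reached 135.9 and 235.9 CPM there, against at most 14.3 and 5.89 CPM elsewhere. Krt14 was at 17.1 CPM there and at most 7.13 CPM elsewhere. The summed host epithelium list, written after the data were seen, was at 510.4 CPM in shCtrl replicate 4. It was also at 247.7 CPM in shCtrl replicate 1 and 111.6 CPM in shMYO10 replicate 2, against 12.6 to 66.5 CPM in the others. Cldn1 was at 6.20 CPM in shCtrl replicate 1 and 5.91 CPM in shMYO10 replicate 2. This list therefore does not single out shCtrl replicate 4 alone. Human epithelial reads counted against mouse genes would be present in every tumour, and this is argued against by summed Krt5, Krt14 and Krt17 levels as low as 2.04 CPM in shMYO10 replicate 1. The shRNA does not set this tumour apart, since the other 3 shCtrl tumours overlap the shMYO10 range of 1.56 to 7.15 CPM for Cldn1 and 6.26 to 12.3 CPM for Cdh3. No other biological explanation was tested.

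Host Myo10 in shCtrl replicate 4 was at 85.6 CPM, against 51.5 to 56.4 CPM in the other shCtrl tumours. Kcne3 in shCtrl replicate 2 was at 29.02 CPM, against 14.97 to 16.8 CPM. No test singled out a technical or a biological explanation for either, and both values lie below the highest shMYO10 tumour.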

How the results depend on the processing

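Host Myo10 kept its direction and stayed short of the threshold under all 25 alternatives, with a log2 fold change from 0.08 to 0.49 (adjusted p from 0.804 to 0.9999).

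The count of genes between groups stayed at 0 except under 4 alternatives. It was 22 with DESeq2 and 18 in set 2 alone. It was 1 (Kcne3) with mouse 3 of set 1 left out and 1 (Xirp2) with the set and muscle score as covariates. The last 2 alternatives were chosen after seeing the data, as were exchanging the labels of that mouse, the muscle score alone, thinning, and leaving out RNAs without a poly-A tail. Each of the 8 fits that left out one tumour gave from 0 to 0 genes, with 366 to 650 at an unadjusted p under 0.05. On simulated counts DESeq2 made 76 false calls of 453, against 18 of 341 for edgeR. At an unadjusted p under 0.05 the count ranged from 346 with the labels of mouse 3 exchanged to 1063 in set 2 alone. The replicate block, which pairs the tumours, gave 826 such genes against 475. It changed no call for the named genes or the 8 gene lists.

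Of the 14 other named genes, 337 of 346 values under the alternatives kept direction and side, 8 passed the threshold and 1 reversed. Mki67 was -0.14 with the labels of mouse 3 in set 1 exchanged. The 8 were the 6 genes with the smallest p under DESeq2 and Kcne3 in set 2 alone and with mouse 3 left out.

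The count of genes with a set by group interaction was 0 with TMM or DESeq2 size factors under edgeR, 141 with no filter and 15 with DESeq2. Leaving out a tumour leaves an arm with 1 sample, so these fits were not run. The count between sets, 685, was 1427 with no filter, 1329 with DESeq2 and 3 with mouse 3 of set 1 left out. It ran from 1 (without shMYO10 replicate 2) to 1057 (without shMYO10 replicate 1) across the fits that left out one tumour. The cause was not tested.

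With no filter, the epithelial junction, basal and luminal lists passed the threshold, with shifts of -0.84, -0.93 and -0.67, the basement membrane and filopodia shifts reversed to -0.13 and -0.031, and the integrin shift to 0.065. This setting adds genes with few counts. The filopodia shift was also -0.011 with a prior count of 0.5, -0.027 with the muscle score as a covariate and -0.079 with mouse 3 left out. Under fry and an estimated correlation the proliferation shift, 0.38 as before, no longer passed.

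Across the fits that left out one tumour, shifts ran from -0.18 to 0.26 for basement membrane, -0.10 to 0.16 for mesenchymal, -1.51 to 0.028 for epithelial junction, -0.73 to -0.20 for basal, -0.93 to -0.060 for luminal, -0.096 to 0.076 for filopodia and -0.096 to 0.061 for integrin genes. The epithelial list passed without shCtrl replicate 2 or 3, the basal list without any of these or shMYO10 replicate 3, and the luminal list without shCtrl replicate 3. The proliferation list passed in each, from 0.24 to 0.59.

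Among marker scores, skeletal muscle reversed to 0.19 with the labels of mouse 3 exchanged, and the fibroblast difference ran from -0.26 to 0.24 across the fits that left out one tumour. There the endothelial difference ran from 0.28 to 0.34, the adipocyte difference from -2.003 to -1.03, the myeloid difference from 0.047 (without shMYO10 replicate 2) to 0.30 (without shMYO10 replicate 4), and the skeletal muscle difference from -6.13 (without shMYO10 replicate 4) to -3.31. With the labels of mouse 3 exchanged the myeloid difference was 0.0024.

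On counts simulated at the real depth, spread and number of tumours, 8.96% of genes changed 2-fold were found, so changes of that size were mostly not detectable. Thinning all libraries to the smallest total left 0 genes past the threshold and 426 against 475 at an unadjusted p under 0.05.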

Other observations

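Values from planned fits and list tests are quoted again in this part. The tests added here were chosen after the results were seen, and all splits of the tumours count the real one.

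Other groupings of the tumours were set against the real one. All 35 splits of the 8 tumours into 4 and 4 gave at least 0 genes past the threshold, which a real count of 0 makes certain, so this count decides nothing. At an unadjusted p under 0.05, 12 of the 35 splits gave at least 475 genes, but 10 of these are not balanced over the sets and so carry part of the difference between sets. Without a covariate, 2 splits gave any gene past the threshold. The split by set gave 592 genes and the split by skeletal muscle RNA gave 159. Of the 18 splits with 2 tumours of each set on each side, fitted with the set as a covariate, 2 gave at least the 779 genes of the real split at an unadjusted p under 0.05. The other one, with 1190 genes, sets the 2 mice of set 1 against each other and parts the tumours of set 2 by shRNA. In the same fit it gave 72 genes past the threshold, against 0 for the real split, and was the only 1 of the 18 to give any. At an unadjusted p under 0.05 the median of the 18 was 413 genes. Among the 8 splits that part all 4 pairs of same-numbered tumours, fitted with the replicate block, 2 gave at least 826 genes at an unadjusted p under 0.05. The other one, with 830 genes, exchanges the shRNA labels of replicate 1. With 18 or 8 splits no share under the threshold could be reached, so a group effect and chance cannot be told apart by these tests.

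The 6 genes with the smallest p were not carried by skeletal muscle RNA as a whole. With the muscle score as a covariate, 6 of the 6 kept an unadjusted p under 0.05. The correlation of the group differences between sets was more exposed to it: without 159 genes that follow the muscle split, r fell from 0.313 to 0.159, still the highest of the 18 labellings. Weaker traces of muscle RNA in the remaining genes and a shared group effect cannot be told apart here.

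The shift of the proliferation list may be chance or a property of the list. A camera p as small was reached by this list in 10 of the 35 splits. With the inter-gene correlation estimated from the data, its p was 0.262, which points to members that vary together from tumour to tumour.

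The higher endothelial score had an adjusted p of 0.143, and a difference in endothelial RNA between the groups remains a hypothesis. Skeletal muscle RNA as the whole cause is argued against by a shift of 0.37 with the muscle score as a covariate, against 0.36 without it. With an estimated inter-gene correlation the list had a p of 0.00961 (camera, adjusted p = 0.0480 over 5 lists). None of the 12 genes is in another list, and 10 of the 12 were higher in shMYO10 tumours. Kcne3 rose by 2.05 on the log2 scale, beyond the largest rise of the 12 endothelial genes, 0.92, so more endothelial RNA of the same make-up would not be enough for it. A change within endothelial cells, or in another cell type, stays open. Esm1 and Dll4, picked after their values were seen, had log2 fold changes of 1.69 and 1.18 (edgeR, adjusted p = 0.999 and 0.921).

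Mast cell proteases were lower in shMYO10 tumours. The summed level of Cpa3, Tpsb2, Cma1 and Mcpt4 was 232.2, 84.9, 373.9 and 469.7 CPM in shCtrl and 85.3, 67.1, 30.3 and 40.6 CPM in shMYO10 replicates 1 to 4. Under edgeR with all 8 tumours none of the 4 genes passed the threshold. All 4 passed under DESeq2 (adjusted p from 0.00525 to 0.0115) and in set 2 alone (edgeR, adjusted p from 0.0156 to 0.0496). The difference of mean log2 sums was -2.24 (two-sided exact permutation test, p = 0.0571), and it was -0.89 in set 1 and -3.58 in set 2. None passed the threshold for the set by group interaction (edgeR, adjusted p = 0.905 for each of the 4 genes). Tpsb2, Cma1 and Mcpt4 have close paralogs, and reads shared among them could move together. Cpa3 is from another gene family and had a log2 fold change of -2.65 ± 0.54 (SE; edgeR, adjusted p = 0.746), which argues against shared reads as the whole cause. Fewer mast cells and less protease RNA per cell both stay open.

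The difference between sets stood apart from other groupings: 1 of the 34 splits that could be fitted with the group as a covariate gave as many genes as the split by set, the real one. With mouse 3 of set 1 left out only 3 genes passed the threshold, so the make-up of these tumours stays open as part of the difference. Depth is argued against as the whole cause by 658 genes after all libraries were thinned to the smallest total. Skeletal muscle RNA as the whole cause is argued against by 556 genes with the muscle score as a covariate. More fibroblast RNA in set 2 could account for part of it. The fixed fibroblast score was higher by 1.02 in set 2, with all 4 tumours of set 2 above all 4 of set 1 (exact permutation test, p = 0.0286, adjusted p = 0.0714 over 5 lists), and 1 of its 15 genes is in another list. Its abundant members Col1a1 and Col3a1 rose from 1833 to 3900 CPM and from 2832 to 6143 CPM. The myeloid score was lower by the same test, with a difference of -0.39 (exact permutation test, p = 0.0286, adjusted p = 0.0714). These exact tests permute single tumours, although the tumours of set 1 came from only 2 mice, so their p-values may be too small.

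Some RNAs that stay in the nucleus were lower in set 2. Xist was at 3016 ± 235.0 CPM in set 1 and 792.2 ± 534.6 CPM in set 2 (SD, n = 4 each; log2 fold change -2.21, edgeR, adjusted p = 0.0163). Neat1 was at 817.9 ± 221.4 and 218.4 ± 108.5 CPM (log2 fold change -1.96, edgeR, adjusted p = 0.0237). Male hosts, which the labels also exclude, are argued against by 0 counts of 4 Y chromosome genes in the 8 tumours. Less nuclear RNA in set 2 is a candidate explanation that stayed open. The mean log2 CPM of 9 nuclear long non-coding RNAs, a list written after their values were seen, differed by -0.73 between sets (exact permutation test, p = 0.0857). The difference was -0.33 without shCtrl replicate 4 and -0.99 without shMYO10 replicate 4. Of these 9, 8 were lower in set 2 and 1, Neat1, passed the threshold. Tsix, Clk1, Ccnl2, Snhg1 and Son, also picked after their values were seen, were lower in set 2 as well, with log2 fold changes from -2.40 to -1.01 (edgeR, adjusted p from 0.00911 to 0.0205). A change in cell types could do the same, and the tests do not separate them.

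Neutrophil genes set mouse 3 of set 1 apart. The summed level of 10 such genes was 12236 and 12871 CPM in its shCtrl and shMYO10 tumours, against 723.8 to 4677 CPM in the other 6 tumours. S100a9 alone was at 4833 and 5290 CPM. The list was written after the principal components were seen, and no explanation was tested.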
